A study of Mus musculus with 22 samples.

How the data were processed

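The series measured polyadenylated RNA of isolated pancreatic islets from 22 male mice, each library made from the islets of 1 animal at 5.5 weeks of age. The column names give a range of 5 to 6 weeks instead, and the single age of the series design is used here. The labels give 2 genotypes, wild type (WT) and heterozygous for the S64F change in MAFA (Het), on 2 backgrounds that the labels call C57 and Mixed. The strains behind the Mixed background are not stated in the labels. The groups held 5 C57 WT, 6 C57 Het, 5 Mixed WT and 6 Mixed Het mice. Replicate numbers were given in accession order and only name a sample. The library numbers in the labels run through the groups one after another, so any effect of library order and the groups cannot be told apart.

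The authors deposited one table of TPM, the transcript abundance unit that scales every library to the same total, with 57010 Ensembl gene IDs and 22 value columns, per the file headers. Each column summed to 1000000. Poly(A) selection and library construction are described per the labels' protocols. The aligner, the counting tool, the genome build and the annotation are not stated there. TPM keeps no depth, so the depth of each library is unknown, and no confidence interval or detection floor that needs read counts was computed. TPM also divides each gene by a total, so a fall in a few very abundant transcripts raises the values of other genes.

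Column names were matched to the samples' labels, and 0 value columns were left unused. Gene symbols were those of the table. Where 150 symbols occurred more than once, the row with the highest mean TPM was used. Gene types, gene order, GC content and transcript length were taken by Ensembl ID from GENCODE M21, which held 52029 of the 57010 IDs and 16086 (96.0%) of the genes tested. Its coordinates were not used, because the build of the table is not stated.

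Values were analysed as log2(TPM + 1), which understates the change of low genes. Genes with a TPM of at least 1 in at least 5 samples were kept, which left 16756. limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) fitted the 4 group means in one model over the 22 samples, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The contrasts were Het against WT within each background, the difference between those differences (the interaction), and Mixed against C57 within each genotype. Every adjusted p-value given for a gene is from this limma fit.

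The 5 gene lists and the cell-type marker lists were written down before the data were examined. A list score was the mean log2(TPM + 1) of the list's genes that passed the filter. Scores were compared by two-sided exact permutation tests over every split of the samples (462 splits for 5 against 6), and the interaction by a permutation test with 100000 resamples of genotype within background. Benjamini-Hochberg adjustment covered the 15 list tests and, separately, the 40 marker tests. The Xist marker and a strain marker list of 4 genes were not scored, because most of their genes failed the filter.

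The genes named in the text were chosen by a rule fixed at the same time as the lists. It takes Mafa, and the 5 largest changes each way in each genotype contrast and in the interaction (3 each way for the background contrasts), among genes with an adjusted p under 0.05 whose groups did not overlap. For the interaction, the groups had to be separate in at least 1 background. Symbols of provisional genes were counted but not named. The rule also allows genes of the fixed lists, and which of those to name was chosen after their values were seen. Some of the list genes are not reported singly here.

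The scripts were tested on simulated data. With 200 changed genes among 16659, the model called 96.0% of them in C57 and 94.0% in Mixed, unchanged genes made up 4.95% and 8.29% of the calls, and the interaction called 0 genes. The exact permutation test gave p under 0.05 in 4.00% of 400 simulated comparisons without a difference, and the interaction test did so in 5.00% of 200. With a genotype shift of 3 SD and no interaction, the interaction test gave p under 0.05 in 0% of 400 simulations, so it is conservative where genotype has a large effect. With the additive effects removed before permuting, a form chosen after seeing the data, it did so in 6.5% of 400.

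The alternatives were another pseudocount (0.1), no filter on low values, a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, a total without the 13 genes that took over 1% of any sample, fits on the samples of the contrast alone, the acinar score as a covariate, eBayes without trend, sample weights (arrayWeights), stricter thresholds, limma camera and z-scored genes for the lists, and leaving out each replicate in turn. For the list scores, the acinar score was regressed out beforehand with genotype left out of that regression, which is not the same as a covariate in a model with genotype. An alternative planned for count data was not run, because the table holds no counts.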

Results

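Islet RNA was profiled in 22 male mice aged 5.5 weeks, in a design that crossed genotype with genetic background. MAFA is a transcription factor of insulin-producing beta cells, and the labels give the S64F mice as heterozygous (Het) for a change in this protein. There were 5 WT and 6 Het mice on the C57 background, and 5 WT and 6 Het mice on the Mixed background. Between 14812 and 16133 genes reached a TPM of 1 in a sample. Depth per library was unknown. Pearson correlations of log2(TPM + 1) across genes lay between 0.950 and 0.990 for the 50 pairs of samples of one group and between 0.904 and 0.977 for the 181 pairs of different groups, and 0 pairs were identical. Xist, a transcript of female cells, had a group mean of at most 0.0658 TPM.

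Mafa (ENSMUSG00000047591), the mutated gene, was measured first. Its mRNA was 441 ± 87.6 TPM (SD, n = 5) in C57 WT and 117 ± 23.2 TPM (n = 6) in C57 Het islets. In Mixed islets it was 598 ± 143 TPM (n = 5) in WT and 152 ± 37.1 TPM (n = 6) in Het. The Het mean was 26.5% of WT in C57 and 25.4% in Mixed. On the log2(TPM + 1) scale the difference was -1.91 (SE 0.18, limma adjusted p = 1.14e-07) in C57 and -1.98 (SE 0.18, adjusted p = 3.44e-08) in Mixed. Every Het sample lay below every WT sample of its background, and the two-sided exact permutation test gave p = 0.00216 in each, the smallest that 462 splits allow. The difference did not depend detectably on background, with an interaction of -0.07 (SE 0.26, adjusted p = 0.886). The setting that moved the difference most was quantile normalization, which gave -2.03 in C57 and -2.13 in Mixed.

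**Figure D1:**
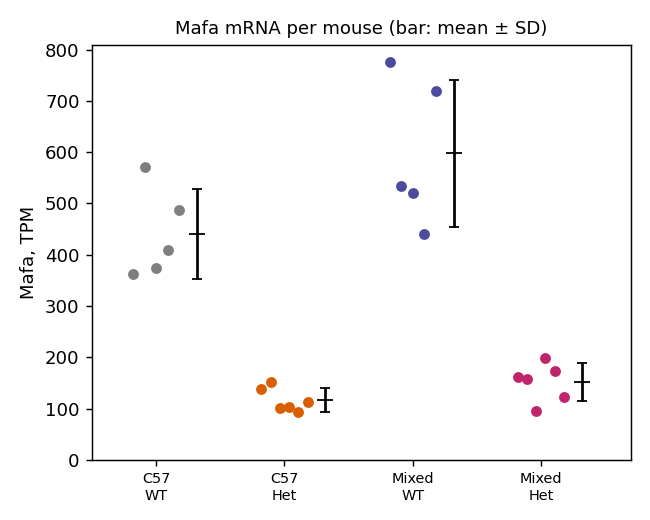
Mafa mRNA in TPM (y axis) for each mouse (points) in the 4 groups (x axis), with the mean and SD beside each group. The Het means of 117 and 152 TPM lie below the WT means of 441 and 598 TPM, with no overlap within a background.

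The first principal component held 31.1% of the variance and the second 18.7%. All 22 samples lay nearest to the mean of their own group. On the third component (11% of the variance), C57 WT replicate 5 lay at 55.4, apart from all other samples (-19.8 to 27.25). Ins1 and Ins2 together made up 39.3 ± 2.76% of all TPM in C57 WT and 31.6 ± 2.27% in C57 Het (exact permutation p = 0.00216, adjusted over 6 share tests 0.00259). In Mixed mice the insulin share was 39.9 ± 3.09% in WT and 27.4 ± 3.35% in Het (exact p = 0.00216, adjusted 0.00259). The glucagon share rose from 3.53 ± 1.52% to 8.51 ± 1.86% in C57 and from 1.90 ± 0.48% to 8.52 ± 1.46% in Mixed (exact p = 0.00216 in each). The mitochondrially encoded share was 6.58 ± 2.30% in C57 WT and 4.12 ± 0.20% in C57 Het (exact p = 0.00649), and 6.04 ± 2.19% in Mixed WT and 3.24 ± 0.45% in Mixed Het (exact p = 0.00216).

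**Figure D2:**
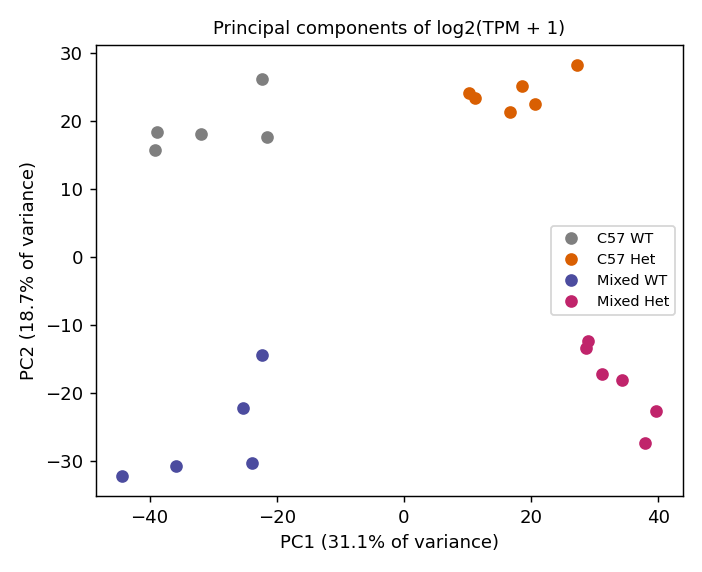
The first (x axis, 31.1% of the variance) and the second principal component (y axis, 18.7%) of log2(TPM + 1), one point per mouse, coloured by group. Each of the 22 samples is nearest to the mean of its own group.

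The first comparison asked which genes differed between Het and WT islets on the C57 background. Of 16756 genes tested, 6362 passed an adjusted p of 0.05, of which 4422 were higher and 1940 lower in Het. A log2 change of at least 1 was reached by 550 of them, 261 higher and 289 lower, and this requirement moved the count more than any other setting. The direction of the calls depended on the scaling. With median-of-ratios scaling 6593 genes passed, 3293 higher and 3300 lower, and 5232 of the 6362 genes were called in the same direction. The median log2 change over all genes was 0.08 as deposited and -0.01 with median-of-ratios scaling. In 3511 genes (21% of those tested) the Het and WT values did not overlap, where chance gives 0.433%.

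Among the genes that the naming rule selected in C57, Meltf (ENSMUSG00000022780) rose the most. Its level was 4.08 ± 0.78 TPM in WT and 86.6 ± 7.30 TPM in Het, a log2 change of 4.12 (SE 0.16, adjusted p = 2.45e-13). Angptl7 rose by 3.60, Arhgap36 by 3.58, Ccdc141 by 3.38 and Nrcam by 3.38, with adjusted p-values from 1.01e-12 for Nrcam to 8.98e-06 for Angptl7. Pdyn (ENSMUSG00000027400) showed the largest decrease, from 60.2 ± 23.2 to 7.67 ± 2.87 TPM, a log2 change of -2.80 (SE 0.39, adjusted p = 1.65e-05). Nnat changed by -2.62, Rgs16 by -2.42, Msln by -2.41 and Th by -2.35.

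The same comparison on the Mixed background gave 7395 genes, 5137 higher and 2258 lower in Het. Of these, 1025 changed by at least 1 log2 unit, 532 higher and 493 lower. With median-of-ratios scaling 7413 genes passed, 3663 higher and 3750 lower, and the median log2 change over all genes moved from 0.10 to -0.01. The Het and WT values did not overlap in 3960 genes (23.6%, against 0.433% by chance). Meltf again rose the most, from 2.26 ± 0.84 to 53.1 ± 9.96 TPM, a log2 change of 4.08 (SE 0.16, adjusted p = 2.93e-13). C8b rose by 3.78, Slc38a5 by 3.53, Cryba2 by 3.51 and Rerg by 3.01. Msln (ENSMUSG00000063011) fell from 120 ± 30 to 13.2 ± 6.84 TPM, a log2 change of -3.22 (SE 0.34, adjusted p = 2.17e-07). The microRNA genes Mir344f, Mir23b and Mir344i changed by -2.77, -2.64 and -2.62, and Kcnj12 by -2.53. MicroRNA genes are short and overlap longer transcripts, and the counting behind the table is not stated, so their values are uncertain.

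The overlap of both genotype contrasts was 3824 genes, where 2808 would be called in both if the lists were independent. Of these, 3745 changed in the same direction (2826 higher and 919 lower in Het) and 79 in opposite directions. With the acinar score as a covariate the overlap was 2090 genes, and with a log2 change of at least 1 it was 286. Across genes, which are not independent replicates, the log2 changes in C57 and Mixed had a Pearson correlation of 0.609 and a Spearman correlation of 0.569. Among the 3745 genes, the median absolute log2 change was 0.49 in C57 and 0.53 in Mixed. A further 2538 genes were called in C57 alone and 3571 in Mixed alone, and for 2281 and 2903 of these the interaction did not pass its threshold.

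The interaction, which tests whether the genotype difference depended on background, passed in 1233 genes, 774 positive and 459 negative. The absolute change was larger in Mixed in 895 of them and larger in C57 in 338. A log2 interaction of at least 1 was reached by 282 genes. Median-of-ratios scaling gave 1749 genes, 776 positive and 973 negative. Pdyn (ENSMUSG00000027400) had a positive interaction of 3.23 (SE 0.55, adjusted p = 0.00268), since it changed by -2.80 in C57 and by 0.43 in Mixed. Col1a1, Dapl1, Rerg and Ccl11 had interactions of 2.04, 2.02, 1.91 and 1.90. The negative interactions were -3.26 for Mir344f, -2.94 for Kcnj5, -2.80 for Mir1957a, -2.29 for Tdrd6 and -2.24 for Mir344i. Kcnj5 (ENSMUSG00000032034) was at 0.0981 ± 0.0606 TPM in C57 WT and 0.233 ± 0.042 TPM in C57 Het. It was at 13.8 ± 4.45 TPM in Mixed WT and 2.12 ± 3.65 TPM in Mixed Het.

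**Figure D3:**
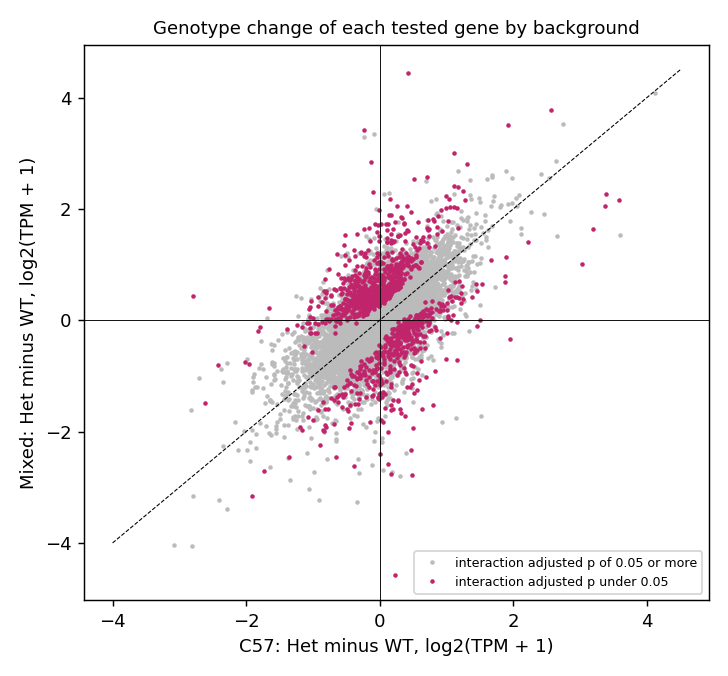
Log2(TPM + 1) change from WT to Het of each tested gene in C57 (x axis) and Mixed (y axis). Each point is a gene, red where the interaction passed an adjusted p of 0.05 (1233 genes) and grey otherwise, and the dashed line marks equal change.

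Gene list scores asked whether sets of genes moved together. The beta-cell maturity score (22 genes) was 9.21 ± 0.12 in C57 WT and 8.96 ± 0.09 in C57 Het, a difference of -0.25 (exact permutation p = 0.00433, adjusted 0.0162), with all 6 Het samples below the WT mean. In Mixed it was 9.29 ± 0.09 in WT and 8.60 ± 0.07 in Het, a difference of -0.68 (exact p = 0.00216, adjusted 0.0162), with all 6 Het samples below every WT sample. The interaction was -0.43 (permutation p = 0.0729, adjusted 0.156). That permutation leaves the genotype effect in its null and is conservative where the effect is large. With the additive effects removed before permuting, a test chosen after seeing the data, the beta-cell interaction gave p = 4e-05 (permutation, adjusted 6e-04). With the acinar score regressed out, and genotype left out of that regression, the C57 difference was -0.15 (exact permutation p = 0.0779). The acinar score was itself higher in C57 Het, so this step can remove part of the genotype difference whatever its source. Of the 22 genes, 9 were called in C57 (7 lower, 2 higher) and 14 in Mixed (13 lower, 1 higher), and adjustment over the list alone gave 10 and 14.

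Single genes of that list changed by different amounts. Ins1 changed by -0.61 in C57 (adjusted p = 0.00589) and -0.73 in Mixed (adjusted p = 0.00103). Ins2 changed by -0.19 (adjusted p = 0.497) and -0.46 (adjusted p = 0.0773). Although the Mixed change did not pass in limma, every Mixed Het value (at most 229000 TPM) lay below every Mixed WT value (at least 240000 TPM). A fall of Ins2 in Mixed is therefore not ruled out. Ins1 and Ins2 are close paralogs, and how their shared reads were counted is not stated. Gipr changed by -1.55 in C57 and -1.90 in Mixed. Glp1r changed by -0.89 and -2.24, and this difference between backgrounds passed its test (interaction -1.35, adjusted p = 0.000512). The interaction passed in 6 genes of the list, all negative. The other 5 were Ucn3 (-0.32 and -1.50, interaction -1.18, adjusted p = 0.00342), Trpm5 (-1.36 and -2.46, interaction -1.10, adjusted p = 0.0224), Slc2a2 (0.09 and -0.92, interaction -1.01, adjusted p = 0.0027), Pcx (-0.43 and -1.26, interaction -0.83, adjusted p = 0.00301) and Slc30a8 (0.21 and -0.57, interaction -0.79, adjusted p = 0.0246). The Slc2a2 change in C57 did not pass and turned negative under the other scalings. Pcsk1 rose, by 1.33 in C57 and 1.05 in Mixed.

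The unfolded protein response score (20 genes) rose in C57 from 6.98 ± 0.24 to 7.32 ± 0.07, a difference of 0.34 (exact permutation p = 0.00433, adjusted 0.0162), with 5 of 6 Het samples above every WT sample. In Mixed it was 7.625 ± 0.248 in WT and 7.68 ± 0.138 in Het, a difference of 0.06 (exact p = 0.656, adjusted 0.757). The Mixed WT score was thus already high, with every Mixed WT mouse (lowest 7.276) above every C57 WT mouse (highest 7.252). List scores were not tested between backgrounds. The interaction was -0.28 (permutation p = 0.125, adjusted 0.208; with the additive effects removed p = 0.0775, adjusted 0.129), so a dependence on background was not shown for the score. Of the 20 genes, 9 were called in C57 (all higher) and 8 in Mixed (5 higher, 3 lower). In the Mixed contrast the sign changed under each of the scaling alternatives. Asns rose by 0.91 in C57 (adjusted p = 2.52e-05) and by 0.19 in Mixed (adjusted p = 0.244), with an interaction of -0.72 (adjusted p = 0.0248). Ddit3 changed by -0.03 in C57 and -1.39 in Mixed (interaction -1.36, adjusted p = 0.034). In WT mice Asns and Ddit3 were higher in Mixed than in C57, by 0.66 (adjusted p = 0.00315) and 1.12 (adjusted p = 0.012). In Het mice they differed by -0.06 (adjusted p = 0.797) and -0.24 (adjusted p = 0.565), so both interactions go with a higher WT level in Mixed. Pdia6 rose by 0.52 and 0.62.

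The senescence and secretory phenotype score (28 of 30 genes passed the filter) differed by 0.07 in C57 (exact permutation p = 0.303, adjusted 0.413). In Mixed it differed by 0.38 (exact p = 0.0281), which did not pass adjustment (0.0703), although all 6 Het samples lay above the WT mean. With median-of-ratios scaling the difference was -0.021 in C57 and 0.27 in Mixed (exact p = 0.0866). The interaction was 0.32 (permutation p = 0.0929, adjusted 0.174; with the additive effects removed p = 0.0415, adjusted 0.0778). Of the 28 genes, 4 were called in C57 (all higher) and 16 in Mixed (15 higher, 1 lower). Cdkn1a rose by 0.91 in C57 (adjusted p = 9.07e-05) and 0.74 in Mixed (adjusted p = 0.000407). Cdkn2b rose by 0.85 and 0.59. Cdkn2a differed by 0.15 (adjusted p = 0.39) and 0.18 (adjusted p = 0.306), at group means from 0.846 to 1.39 TPM. Plaur and Mmp2 rose in Mixed, by 1.05 and 1.52, and changed by -0.02 and -0.01 in C57, with interactions of 1.06 (adjusted p = 0.015) and 1.54 (adjusted p = 0.0494). The sign of both C57 values changed under quantile normalization. Igfbp7 changed by -0.061 in C57 and 0.62 in Mixed (interaction 0.68, adjusted p = 0.0367).

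The list of genes normally low in mature beta cells or linked to dedifferentiation (17 of 22 passed the filter) differed by 0.16 in C57 (exact permutation p = 0.177, adjusted 0.265). In Mixed it rose from 2.75 ± 0.13 to 3.71 ± 0.36, a difference of 0.97 (exact p = 0.00216, adjusted 0.0162), with all 6 Het samples above every WT sample. The interaction was 0.81 (permutation p = 0.0242, adjusted 0.0703; with the additive effects removed p = 0.00045, adjusted 0.00338). Of the 17 genes, 6 were called in C57 (5 higher, 1 lower) and 13 in Mixed (all higher). Aldh1a3 was at 0.843 ± 0.504 TPM in Mixed WT and 8.39 ± 6.39 TPM in Mixed Het, a log2 change of 1.98 (adjusted p = 0.000576). The C57 groups were at 0.499 ± 0.156 and 0.485 ± 0.174 TPM, a log2 change of -0.02 (adjusted p = 0.981) whose sign changed under quantile normalization. The Aldh1a3 interaction was 2.0 (adjusted p = 0.0407). Neurog3 rose by 0.59 in C57 and 1.42 in Mixed. Serpina7 rose by 0.57 and 1.77 (interaction 1.20, adjusted p = 0.00722). Txnip changed by -0.52 in C57 and 1.0 in Mixed (interaction 1.52, adjusted p = 0.0029). The proliferation score differed by 0.08 in C57 (exact p = 0.773) and -0.05 in Mixed (exact p = 0.771). Of its 22 genes, 3 were called in C57 (all higher) and 7 in Mixed (5 higher, 2 lower), so in Mixed the mean combines opposite changes. Mcm4 changed by 0.56 in C57 and -0.54 in Mixed (interaction -1.09, adjusted p = 0.0317).

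**Figure D4:**
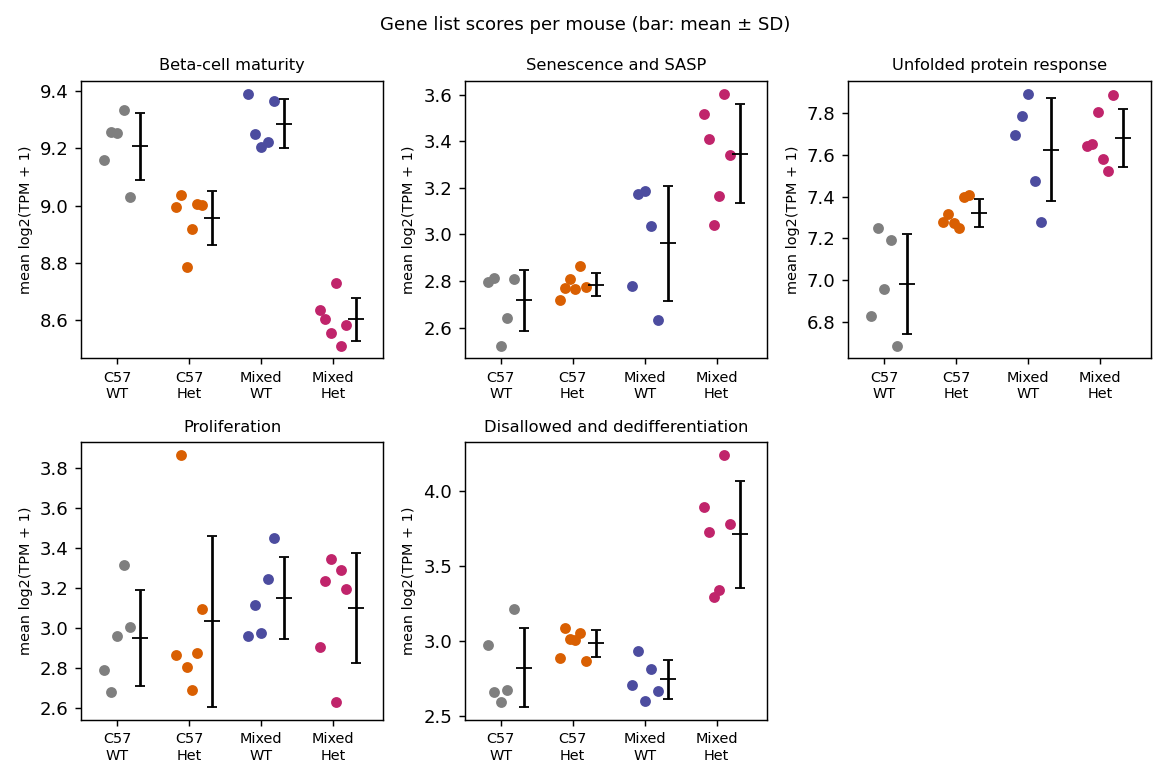
List scores (y axis, mean log2(TPM + 1) of the list's genes) for each mouse (points) in the 4 groups (x axis), with mean and SD. The beta-cell maturity score falls from 9.29 to 8.60 in Mixed and from 9.21 to 8.96 in C57, and the dedifferentiation score of the Mixed Het group, 3.71, is above the other groups.

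Scores of cell-type markers described the other cells whose RNA was in the islet preparations. Of 40 tests, 17 had a permutation p under 0.05 before adjustment and 9 after it. The score of islet hormone genes other than those of beta cells rose by 0.78 in C57 (exact p = 0.00433, adjusted 0.0289) and 1.34 in Mixed (exact p = 0.00216, adjusted 0.0216), with an interaction of 0.56 (permutation p = 0.31; with the additive effects removed p = 0.0376, adjusted 0.0939). Gcg rose by 1.37 and 2.18 and Sst by 0.67 and 1.33. The acinar score, from digestive enzyme genes, was higher in Het by 1.10 in C57 (exact p = 0.0195, adjusted 0.065) and 0.96 in Mixed (exact p = 0.00866, adjusted 0.0385). The ductal score was higher by 0.44 in C57 (exact p = 0.00433, adjusted 0.0289) and 0.70 in Mixed (exact p = 0.0216, adjusted 0.0665). The immune score differed by -0.24 in C57 (exact p = 0.0498, adjusted 0.115) and 0.71 in Mixed (exact p = 0.00216, adjusted 0.0216), with all 6 Mixed Het samples above every Mixed WT sample. Its interaction of 0.95 passed (permutation p = 0.00015, adjusted 0.006). The mesenchymal score differed by -0.20 in C57 (exact p = 0.418) and 1.15 in Mixed (exact p = 0.0152, adjusted 0.0553), with an interaction of 1.36 (permutation p = 0.00707, adjusted 0.0385). Endothelial genes differed by -0.44 in C57 (exact p = 0.0325, adjusted 0.0867) and 0.01 in Mixed (exact p = 0.955). Immediate early genes differed by -0.17 (exact p = 0.405) and -0.39 (exact p = 0.0996). Genes of the Y chromosome differed by 0.14 (exact p = 0.299) and -0.16 (exact p = 0.0693).

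**Figure D5:**
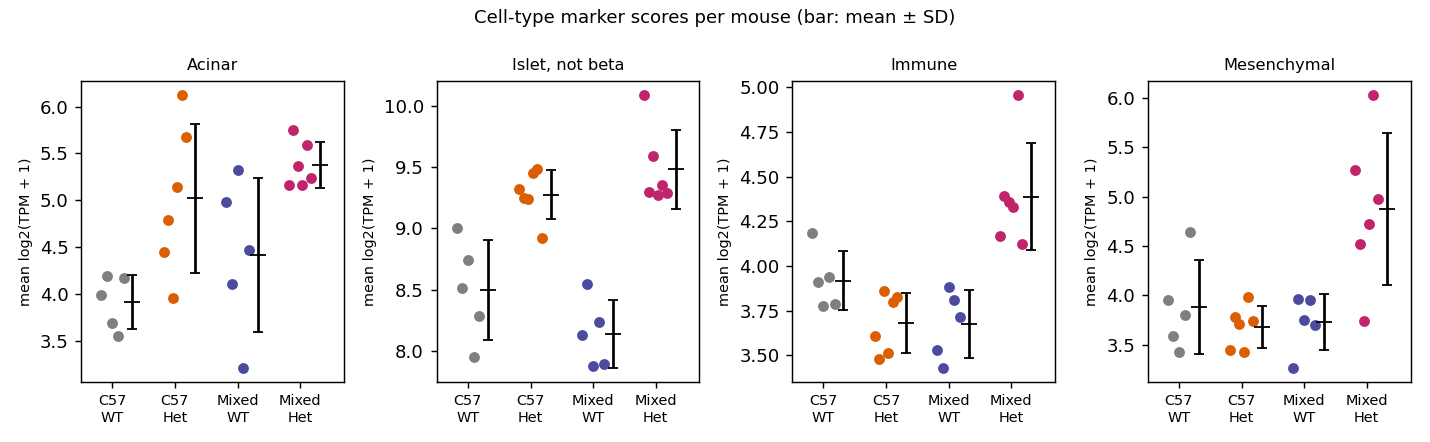
Marker scores (y axis, mean log2(TPM + 1)) for each mouse (points) in the 4 groups (x axis), with mean and SD. The immune score of the Mixed Het group, 4.39, lies above the other group means, from 3.67 to 3.92, while the acinar and non-beta islet scores are higher in Het on both backgrounds.

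The last comparison asked how the backgrounds differed within a genotype. In WT mice 1892 genes passed, 1056 higher and 836 lower in Mixed, and 383 changed by at least 1 log2 unit. In Het mice 3428 passed, 2234 higher and 1194 lower, and 399 changed by at least 1. With median-of-ratios scaling 2495 genes passed in WT (1359 higher, 1136 lower) and 3969 in Het (2101 higher, 1868 lower). With the total taken without the most abundant genes, 1091 were higher and 1340 lower in WT. The Mixed and C57 values did not overlap in 1026 genes in WT (6.12%, against 0.794% by chance) and 1650 in Het (9.85%, against 0.216%).

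Pseudogenes were prominent among the genes higher in Mixed. In WT the largest log2 differences were 6.39 for Rps2-ps10 (adjusted p = 0.00076), 5.81 for Rps18-ps6 and 5.53 for Atp6v0c-ps2. In Het they were 5.67 for Ftl2-ps (adjusted p = 5.16e-05), 4.07 for Pianp, and 4.01 for Hmgb1-ps7. Reads of a pseudogene can be shared with its parent gene, so these values are uncertain. Genes lower in Mixed WT included Rab6b at -2.76, S100z at -2.67 and Mapk15 at -2.30. In Het, Rab6b differed by -2.15, Rpl26 by -2.13 and Cib3 by -2.09. Rpl26 encodes a ribosomal protein, a class with many processed copies, and its value is uncertain for the same reason. The immune and mesenchymal scores were higher in Mixed Het than in C57 Het, by 0.71 (exact permutation p = 0.00216, adjusted 0.0216) and 1.20 (exact p = 0.00866, adjusted 0.0385). In WT the immune and mesenchymal differences between backgrounds were -0.24 (exact p = 0.0635) and -0.16 (exact p = 0.595). The remaining marker differences between backgrounds did not pass adjustment in either genotype.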

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

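The tests of carry-over from acinar tissue, of GC content and length on the interaction, of mislabelled samples and of pseudogenes were chosen after the results they bear on had been seen. The remaining tests of this part were set down before their results.

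The count of 1233 genes whose genotype difference depended on background stood out as a difference between groups. In 100 splits that permuted genotype within background, after the additive effect was removed, 1 split (the real one) gave as many genes, and the largest count of another split was 5 genes. With the acinar score as a covariate, 1085 of the 1233 genes (88.0%) kept their call and direction. The acinar score had an interaction of only -0.14 (permutation p = 0.836), and 0 of its 19 genes were called, so carry-over of similar size on both backgrounds would not give an interaction, and this covariate could remove few. GC content and transcript length were related to the interaction across genes (Spearman correlations 0.242 and -0.239). After a correction for both, 800 of the called genes (66.1% of those with a GC value) kept their call. The count itself did not shrink, with 1297 genes called after the correction (45.3% positive). The correction also rescales each sample. Scaling alone kept more of the 1233, namely 1103 with median-of-ratios scaling, 1158 with quantile normalization and 1171 without the most abundant genes, so rescaling is unlikely to account for most of the lost calls, and a GC or length bias may lie behind part of them. In the single contrasts the share kept after that correction was 71.3% in C57 and 78.4% in Mixed. The genotype change in C57 had Spearman correlations of -0.202 with GC content and 0.31 with length. In Mixed they were 0.0408 and 0.0767, so the relation seen in the interaction goes mostly with the C57 contrast.

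A candidate explanation for part of the Mixed results is that haplotypes of different strains segregated among the Mixed mice. Among 239 pairs of neighbouring genes that differed between backgrounds by at least 1 log2 unit, the median absolute correlation of their deviations from the group means was 0.422 in Mixed and 0.312 in C57 mice (sign-flip permutation p = 1e-04, the smallest that 10000 flips give). The pairs share the same mice and are not independent replicates, so this p-value may be too small. Pairs on different chromosomes had medians of 0.254 in Mixed and 0.273 in C57, and neighbours that did not depend on background had 0.348 and 0.379. With 5 and 6 mice per group, a haplotype that is unevenly split between genotypes would appear as a genotype difference in Mixed alone. A haplotype linked to Mafa itself was tested as well. Of the 100 tested genes nearest to Mafa in gene order, 6% were called with a log2 change of at least 1 in Mixed, against 6.07% elsewhere (Fisher's exact p = 1). Only 3 of the 100 differed between backgrounds by that much in WT, so this count cannot exclude linkage at single genes. In C57, 2 of the 100 were called in the same way (2%, against 3.23% elsewhere, Fisher's exact p = 0.774). These were Tmem71 and Zc3h3, which were also called in Mixed, so changes near Mafa were not limited to Mixed. Their source was not tested. Mapk15 and Kcnk9, singled out after their values were seen, are among the 100 and were called both in Mixed and in the interaction. Mapk15 was at 118 TPM in C57 WT, 73.9 in C57 Het, 22.9 in Mixed WT and 54.9 in Mixed Het. The rise in Mixed could come from a linked haplotype. The gene also fell in C57 (-0.65, adjusted p = 0.0127). Whether C57 Het mice carry another strain's sequence near Mafa was not tested, so this fall does not decide for or against linkage. The interaction may therefore hold a mixture of strain haplotypes, GC or length bias and a response to the mutation that depends on background. RNA of immune and mesenchymal cells may add to it, since their scores had interactions of 0.95 and 1.36. How many interaction calls go with those scores was not tested. These data do not separate these sources.

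Among genes named by the fixed rule, positive interactions were 3.23 for Pdyn, 1.13 for Nnat, 1.61 for Rgs16, 1.21 for C8b, 1.58 for Cryba2, 1.91 for Rerg, 2.04 for Col1a1, 2.02 for Dapl1, 1.90 for Ccl11 and 1.83 for Mapk15. Negative interactions were -1.42 for Arhgap36, -1.11 for Ccdc141, -1.33 for Nrcam, -3.26 for Mir344f, -2.24 for Mir344i, -2.94 for Kcnj5, -2.80 for Mir1957a, -2.29 for Tdrd6 and -1.68 for Rpl26. Their adjusted p-values ran from 0.0005 for Mir344f to 0.0402 for C8b. In the fixed lists, Slc2a2 (-1.01), Ucn3 (-1.18), Glp1r (-1.35), Trpm5 (-1.10), Pcx (-0.83), Slc30a8 (-0.79), Asns (-0.72), Ddit3 (-1.36) and Mcm4 (-1.09) had negative interactions. Plaur (1.06), Mmp2 (1.54), Igfbp7 (0.68), Aldh1a3 (2.0), Txnip (1.52) and Serpina7 (1.20) had positive ones. Kcnj5 shows how uneven the Mixed Het group was. It was at 9.34 TPM in replicate 3, 2.51 in replicate 1 and at most 0.438 in the other Mixed Het mice, against 6.79 to 18.2 in Mixed WT. The segregation test above, with its 0.422, bears on genes of this kind.

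The immune and mesenchymal scores had interactions of 0.95 (adjusted p = 0.006) and 1.36 (adjusted p = 0.0385). With median-of-ratios scaling the interactions were 0.93 (permutation p = 0.00017) and 1.34 (permutation p = 0.00488), so the smaller insulin share did not account for them. With the acinar score regressed out they were 0.97 (permutation p = 3e-05) and 1.39 (permutation p = 0.00415), but the acinar score itself had almost no interaction (-0.14), so that test could hardly have come out otherwise and adds little. A hypothesis is that islets of Mixed Het mice held more immune and mesenchymal cells, or that these cells were carried along more often during isolation. Bulk RNA cannot tell these apart.

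The rise of the dedifferentiation list in Mixed Het was weighed against RNA of such cells. With the immune and mesenchymal scores regressed out, the difference between backgrounds went from 0.81 to -0.055 (permutation p = 0.756). Both of those scores rose in Mixed Het themselves, so regressing them out can remove a rise of that group whatever its source. The test therefore cannot decide the source. The rise of that list may come with cells other than beta cells, or all 3 scores may rise together for another reason. A shift of beta-cell identity is not shown by the list score.

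Single samples lay far from the others of their group in 30 of 312 groups of values examined, where chance gives about 15.6. Mixed Het replicate 4 appeared 5 times, with Slc2a2 at 277 TPM (others at most 182), Trpm5 at 15.5 (at most 6.70), Cib3 at 4.83 (at most 1.95), Rgs16 at 18.7 (at least 43.0) and Serpina7 at 6.89 TPM (at least 13). It was also the only Mixed Het mouse without raised Aldh1a3, at 0.412 TPM against 4.11 to 16.1 in the other 5. A mislabelled sample was tested. Its Mafa was 199 TPM, below the lowest Mixed WT value of 440, and all 22 samples were nearest to their own group, so the label was not contradicted. Most of these values (Slc2a2, Trpm5, Cib3, Serpina7 and Aldh1a3) lay nearer to Mixed WT than in the other Mixed Het mice, and its Mafa was the highest of that group. Rgs16 lay further from WT. So did Meltf at 66.9 and C8b at 228 TPM, singled out after their values were seen. Whether this mouse responded less overall was not tested.

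C57 WT replicate 1 appeared 4 times, with Msln at 275 TPM (others at most 160), Mir344f at 1.5 (at most 0.723), Ins2 at 221000 (at least 264000) and an insulin share of 34.6% (at least 39.7%). C57 Het replicate 3 appeared 4 times, with Msln at 13 TPM (others at least 30.4), Slc30a8 at 1030 (at least 1310), Glp1r at 108 (at least 153) and Pianp at 35.0 TPM (others at most 1.39). Pianp was at 45.2 TPM on average in Mixed WT and 61.1 in Mixed Het, so this mouse had a value of the Mixed range. A stretch of another strain's genome in that mouse was tested. It was nearer to the Mixed mean than to the C57 mean at 27 of 385 strain-dependent genes, against 2 to 16 genes in the other C57 Het mice. However, 0 of these genes lay among the 50 tested genes on each side of Pianp, so a residual strain haplotype at Pianp could not be decided.

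The other values far from their group were as follows. In WT mice, Meltf was 0.801 TPM in Mixed WT replicate 2, Angptl7 4.92 in Mixed WT replicate 4, Arhgap36 4.10 and Slc30a8 665 in C57 WT replicate 5 and Ccdc141 1.29 in Mixed WT replicate 3. Mir23b was 11.6 TPM in C57 WT replicate 4, Col1a1 3.02 and Mapk15 16 in Mixed WT replicate 1, and Cdkn1a 24.1 in Mixed WT replicate 5. In Het mice, Mir23b was listed at 0 in C57 Het replicate 2 and S100z was 5.30 TPM in C57 Het replicate 5. In Mixed Het, Rpl26 was 169 and Sst 14200 TPM in replicate 3, Ccl11 was 20.3 TPM in replicate 5 and Pcsk1 was 722 TPM in replicate 6. The proliferation score was 3.86 in C57 Het replicate 2, and the immune score was 4.96 in Mixed Het replicate 5. No biological explanation was tested for these single values.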

How the results depend on the processing

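In this part the threshold is an adjusted p of 0.05 for genes, an unadjusted permutation p of 0.05 for scores, and 1.5 times the count for numbers of genes. The fit to the samples of the contrast alone does not apply to the interaction, and the alternative for count data was not run because the table holds no counts. Depth is unknown, so no result could be weighed by it. Except where a reason is given, the cause of a change was not tested.

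Mafa kept its direction and its side of the threshold in both genotype contrasts under every alternative run, from -2.03 to -1.91 in C57 and from -2.13 to -1.98 in Mixed, and from -1.99 to -1.81 and from -2.08 to -1.85 across the fits that each left out one replicate. Its interaction ranged from -0.17 to 0.054 across those fits.

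The beta-cell maturity score in Mixed and the dedifferentiation score in Mixed and in the interaction kept their direction and stayed past an unadjusted p of 0.05 under the alternatives of this part. The dedifferentiation interaction did not stay once the immune and mesenchymal scores were regressed out, a test described with the results looked at more closely, which gave -0.055 (permutation p = 0.756).

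For the numbers of genes, a log2 change of at least 1 gave 550 in C57, 1025 in Mixed, 282 for the interaction, 383 for background in WT, 399 for background in Het and 286 shared. An adjusted p under 0.01 gave 4002 in C57, 245 for the interaction, 811 for background in WT, 1761 for background in Het and 2228 shared. The acinar covariate gave 3723 in C57 and 2090 shared. Without a filter the interaction had 714 genes. arrayWeights gave 2628 for the interaction and 6572 for background in Het. A mean TPM of at least 5 gave 1251 for background in WT and 2223 in Het, and the samples of the contrast alone gave 831 in WT. Leaving out one replicate at a time gave 762 to 1767 interaction genes. The genotype count in C57 was lowest, at 5112, without C57 WT replicate 5, the sample set apart on the third principal component.

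The share of higher calls moved by more than 10 points under other scalings, except for background in WT with median-of-ratios scaling, where it moved from 55.8% to 54.5%. In C57 it was 69.5% as deposited, 49.9% with median-of-ratios scaling, 56.1% with quantile normalization and 50.2% without the most abundant genes. In Mixed it was 69.5%, 49.4%, 55.8% and 51.1%. For the interaction it was 62.8%, 44.4%, 50.9% and 50.8%. For background it was 55.8%, 54.5%, 45.3% and 44.9% in WT, and 65.2%, 52.9%, 48.0% and 47.6% in Het.

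The interaction of scores was also tested with the additive effects removed before permuting, which was chosen after seeing the data. The differences stay as they were and only the p-value changes. The beta-cell interaction of -0.43, the senescence interaction of 0.32 and the non-beta islet interaction of 0.56 passed an unadjusted p of 0.05 in that form.

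With the acinar score regressed out without genotype, the beta-cell maturity difference in C57 was -0.15 and no longer passed, while its interaction of -0.46 did. The same step gave -0.0012 for senescence in C57, 0.21 in Mixed (no longer passing) and 0.33 for the interaction (now passing). For the unfolded protein response it gave 0.15 in C57 (no longer passing) and -0.030 in Mixed. The acinar score was higher in Het, so this step can take up part of a genotype difference whatever its source. The smaller genotype differences therefore do not show that carry-over caused them. limma camera gave -0.45 for the beta-cell interaction, 0.30 for the senescence interaction and -0.30 for the unfolded protein response interaction, all now passing. For the unfolded protein response it gave 0.28 in C57 (no longer passing) and -0.017 in Mixed. Camera tests across genes, so its p-values answer another question than those across mice.

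Median-of-ratios scaling and the total without the most abundant genes gave -0.021 and -0.020 for senescence in C57, 0.27 and 0.33 in Mixed (no longer passing), -0.078 and -0.066 for the unfolded protein response in Mixed, and -0.018 and -0.022 for proliferation in C57. Quantile normalization gave -0.099 for the unfolded protein response in Mixed and -0.34 for its interaction (now passing). These reversed scores are small, and the scalings move the median of all genes by about as much.

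Among marker scores, median-of-ratios scaling, quantile normalization and the total without the most abundant genes gave -0.12, -0.095 and -0.11 for endothelial genes in Mixed. They gave -0.52, -0.52 and -0.51 for immediate early genes and -0.29, -0.25 and -0.29 for Y genes in Mixed (now passing), and -0.014, -0.017 and -0.044 for Y genes by background in Het. The total without the most abundant genes gave -0.29 for immune genes by background in WT (now passing). A pseudocount of 0.1 gave 0.49 for ductal genes by background in Het (now passing) and -0.25 for immune genes in C57 (no longer passing).

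Across the fits that each left out one replicate, list scores ranged as follows. The beta-cell interaction was -0.47 to -0.39, senescence in Mixed 0.30 to 0.45 and its interaction 0.23 to 0.38. The unfolded protein response in Mixed was -0.032 to 0.12 and its interaction -0.37 to -0.21. Proliferation was -0.084 to 0.17 in C57, -0.097 to 0.046 in Mixed and -0.22 to 0.035 for the interaction. Dedifferentiation in C57 was 0.11 to 0.26, with permutation p from 0.019 to 0.362, and 1 of its 11 fits passed the threshold.

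Marker scores in those fits ranged from -0.45 to 0.083 for the acinar interaction and 0.27 to 0.80 for acinar by background in WT. The ductal score by background in Het was 0.33 to 0.54. The immune score was -0.27 to -0.17 in C57 and -0.30 to -0.18 by background in WT. The endothelial score was -0.55 to -0.25 in C57, -0.042 to 0.10 in Mixed, 0.26 to 0.56 for the interaction and -0.23 to 0.077 by background in WT. The mesenchymal score by background in WT was -0.27 to 0.036, and the non-beta islet score there was -0.50 to -0.24. The immediate early score was -0.56 to -0.28 in Mixed and 0.30 to 0.59 by background in WT. The Y score was -0.22 to -0.13 in Mixed, -0.36 to -0.20 for the interaction, 0.21 to 0.38 by background in WT and -0.043 to 0.049 in Het.

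Of 120 differences of single named genes, 96 kept their direction and their side of the threshold under every alternative run for them. Of the rest, 12 lost the threshold and 4 gained it under at least 1 alternative, and 9 changed sign. Some of them fall in more than one of these classes. The 12 and the 4 are not named singly here, so these counts do not show which passing genes are fragile. Those that changed sign did so from values that did not pass the threshold. Quantile normalization gave 0.17 for the Ins1 interaction, -0.023 for Slc2a2 in C57, -0.040 for the Cdkn2a interaction, 0.058 for Plaur, 0.026 for Mmp2 and 0.022 for Aldh1a3 in C57, and -0.063 for the Sst interaction. Slc2a2 in C57 was -0.030 with median-of-ratios scaling and -0.025 without the most abundant genes, and Plaur in C57 was 0.018 with a pseudocount of 0.1. Leaving out one replicate gave -0.058 to 0.11 for the Cdkn2a interaction and, in C57, -0.13 to 0.14 for Plaur, -0.12 to 0.058 for Mmp2, -0.16 to 0.15 for Ddit3, -0.12 to 0.085 for Igfbp7 and -0.060 to 0.034 for Aldh1a3. Ins2 is the most abundant gene in these samples, so quantile normalization sets it to one value and cannot test it. Among the named genes, Ins1 ranked next in every WT sample and was passed by Gcg in some Het samples. Its quantile-normalized value therefore follows its rank, and the sign change of its interaction says little.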

Other observations

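The tests of the closed total, of acinar carry-over, of beta-cell number and of pseudogenes in this part were chosen after the results had been seen, and the counts over other splits of the samples were set down before.

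Other splits of the samples were refitted to see how often they called as many genes. For genotype in C57, 1 of 100 splits (the real one) gave 6362 genes or more, and the largest other count was 2934. For genotype in Mixed it was 1 of 100, with 7395 genes against at most 4868. For background it was 1 of 100 in WT (1892 against at most 1343) and 1 of 100 in Het (3428 against at most 1033). The overlap of both genotype contrasts, 3824 genes, was reached by 1 of 100 splits, and the largest overlap in another split was 0 genes.

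More genes were higher than lower in Het on both backgrounds (69.5% of the calls in each). A candidate explanation is the closed total, since insulin transcripts fell from 39.3% to 31.6% of all TPM in C57 and from 39.9% to 27.4% in Mixed. With the total taken without the 13 genes above 1% of any sample, 50.2% of the calls in C57 and 51.1% in Mixed were higher. That total also re-centres the changes (the median moved from 0.083 to -0.010 in C57), and a true rise of the other genes would lower the share of the top genes as well. The closed total may account for the excess of higher genes, but this test does not decide it, and it says nothing about single genes with large changes.

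The acinar score was higher in Het on average, although the C57 difference did not pass adjustment (0.065) and C57 Het replicate 3, at 3.96, lay within the C57 WT range of 3.55 to 4.19. With the acinar score as a covariate, 3658 of the 6362 calls in C57 (57.5%) and 5054 of the 7395 in Mixed (68.3%) remained in the same direction. Those that were lost cannot be told apart from carry-over of exocrine tissue, and the covariate also takes up part of the genotype difference because it differs between genotypes.

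A lower beta-cell score could come from fewer beta cells in the islets. That explanation alone would move the genes of the list by similar amounts if their RNA came from beta cells only, which was not tested. The log2 changes over the list spanned 2.88 units in C57, from -1.55 for Gipr to 1.33 for Pcsk1, and 3.50 units in Mixed, from -2.46 for Trpm5 to 1.05 for Pcsk1, where the median standard error of a gene was 0.14. For genes expressed in beta cells only, a uniform loss of beta-cell RNA does not account for changes of such different size. Where other cells also express a gene of the list, fewer beta cells could give unequal changes, so the spread does not exclude that explanation. A change within beta cells is one hypothesis, and it cannot be separated here from a loss of beta cells that comes with it or from RNA of the other cells described above.

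Pseudogenes were 4.37% of the 16086 tested genes with a known type. They were 34.0% of the 253 genes at least 1 log2 unit higher in Mixed WT than in C57 WT (Fisher's exact p = 1.4e-53) and 27.8% of the 288 such genes in Het mice (Fisher's exact p = 2.26e-42). With genotype in C57 they were 0.778% of the genes that rose by at least 1 unit and 16.9% of the 261 that fell (Fisher's exact p = 9.32e-15), and in Mixed 3.61% and 12% of the 449 that fell. The excess is therefore not specific to background and may in part have another cause. The larger share in the background contrasts is consistent with strain variants that move reads between a gene and its copies, or with copies that the C57 genome lacks, and the background contrasts may be read with that in mind. Within the Mixed Het group, Rps2-ps10 was 425 TPM in replicate 1, 219 in replicate 3 and 253 in replicate 4, and 1.32 to 2.28 TPM in the other 3 mice, next to 1.03 to 2.02 TPM in the C57 mice.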
